A study of Mus musculus with 6 samples. Its data were reported in "The Functional Redundancy of Neddylation E2s and E3s in Modulating the Fitness of Regulatory T Cells" (2023).

How the data were processed

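Mouse Treg cells were enriched as CD4+ cells with magnetic beads and sorted as CD4+YFP+ cells, and total RNA was reverse transcribed, amplified and labelled with a pico kit before hybridisation to Clariom S arrays with 1 biotin label. Each of the 6 samples, 3 control and 3 deficient in Ube2m and Ube2f, was a pool of 2 to 3 mice, so the p-values measure the spread between pools. According to the study, the cells came from female mice that were mosaic for the Cre allele, in which the remaining normal Treg cells prevent inflammation. Samples were grouped by the genotype given in the labels. The titles name muscle while tissue, cell type and protocols name sorted Treg cells, and the genotype label was used.

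The values analysed were the log2 signals that the authors deposited, 1 per probe set and array with 2 decimals. Per the submitters' processing notes they were made with Affymetrix Expression Console 1.4. The summarisation method, the log base, the background correction, the annotation and any filter are not given in the sources used here. The values were read as log2 because they ranged from 2.06 to 19.90 with array medians from 4.89 to 5.11. If the base were another one, folds would change and signs would not. Scanner intensities, background values, detection calls and scan dates were not used here, so neither a scan batch nor the signal over background was examined. A pico amplification can widen the spread of dim genes. Identical values between any 2 arrays made up about 1% of probe sets (0.847% to 1.09%), and no sample was taken for a copy of another.

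Of 22206 probe sets, 19572 had 1 gene symbol in the platform annotation, 0 had several and 2634 were unnamed here. They covered 19505 symbols, 55 of them with more than 1 probe set, and the one with the highest mean over the arrays stood for the gene. Ube2m, Foxp3 and Nrp1 had no named probe set and were not analysed here. A RefSeq gene table of assembly GRCm38.p6 was used only for gene spans and for which genes neighbour each other.

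Deficient and control arrays were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, group as the only term) over all 22206 probe sets without a filter, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit had 4.78 prior degrees of freedom and a prior standard deviation of 0.267. Counts were also taken at the study's own threshold, an unadjusted p under 0.05 and a fold over 1.5. Gene lists were tested with camera at a preset correlation of 0.01, 1 probe set per symbol, with adjustment over the 44 lists of at least 5 measured members. The list set against the single knockout holds those of the study's genes that its text gives under a symbol in the annotation, and is incomplete. 45 lists, the design, the alternatives tried and the rule for naming genes were fixed before the data were examined. That rule took the targeted genes, the genes the study names, Smad7 and Bach2, the 10 highest and 10 lowest adjusted calls without overlap between groups among genes with established symbols, up to 4 members with the largest difference among those past the threshold for each list or, where fewer than 2 passed, the 2 with the lowest p, and the brightest member of each cell type list. Genes named outside it are said to be chosen after their values were seen.

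The alternatives set beforehand were quantile normalization, median centring, leaving out the 40% dimmest probe sets, an intensity trend with robust variance, the methods' t-test, array weights, the replicate number as a block, leaving out each array in turn, the mean of the probe sets of a symbol, and for lists an estimated correlation, fry, ranks and leaving out the targeted genes. Leaving out control array 1 and deficient array 2 together, which stood apart in a principal component, using the olfactory receptor level of each array as a covariate, and leaving Lgals1 and Il2ra out of the list drawn up from the study were added after seeing the data. Precision is limited by the number of arrays.

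The fit was tested on simulated data with 3 arrays per group, 22206 probe sets and 200 changed ones. At a log2 size of 2 it recovered 174 of 200 (87%) with 185 calls, of which 11 (5.95%) were false. At a log2 size of 1 it recovered 0 of 200 and made 1 call, which was false, so changes of that size can be missed. With no change it made 0 calls. The median fitted sizes were 1.99 and 0.968. A shifted list had an adjusted p of 1.03e-64 and an unshifted one 0.151 at the smaller size. Values were drawn independently for each probe set, with the measured spreads shuffled among them, so lists of correlated genes were not covered. The rates may not hold for the real arrays, where 451 falls and 96 rises of at least 1 log2 unit were called.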

Results

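The transcriptome of regulatory T (Treg) cells, the CD4+ T cells that restrain other immune cells, was measured on 6 mouse Clariom S arrays, a 1-colour Affymetrix platform with a signal for each probe set. The cells were sorted as CD4+YFP+ cells from lymph nodes and spleen, where YFP comes from the Foxp3-YFP-Cre allele of the study. 3 arrays held control Treg cells and 3 held Treg cells deficient in Ube2m and Ube2f, the E2 enzymes that pass the ubiquitin-like protein NEDD8 on to cullins and other targets. Each sample pooled 2 to 3 mice aged 8 to 12 weeks. The log2 signal of 22206 probe sets had array medians from 4.89 to 5.11. Across probe sets, which are not independent replicates, Pearson's r was 0.988 to 0.993 between control arrays, 0.982 to 0.990 between deficient arrays and 0.975 to 0.985 between a control and a deficient array. Precision is limited by the number of arrays. The sample titles name muscle whereas the other labels name Treg cells, and the arrays held a mean log2 signal of 4.14 to 4.30 for 28 skeletal muscle genes against 14.39 to 14.61 for 15 genes of T cell identity.

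The targeted gene Ube2f was lower in each deficient sample. Its log2 signal was 11.88 ± 0.05 (SD, n = 3) in control Treg cells and 9.75 ± 0.06 (SD, n = 3) in deficient Treg cells, a log2 difference (deficient minus control, here and throughout) of -2.13 with a standard error of 0.164 and a 95% confidence interval from -2.50 to -1.76, which is 4.38-fold. The adjusted p was 0.000263. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 arrays allow. Whether the Ube2f probes lie in the deleted part of the gene is not given in the sources used here, so the fall is a check of the labels only if they do. Ube2m was not analysed here.

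The study asked what loss of both enzymes does to the transcriptome of Treg cells, and most of the significant differences were falls. Penk, which encodes the opioid precursor proenkephalin, fell by 7.14 on the log2 scale, from 13.06 ± 0.38 to 5.92 ± 0.73 (SD, n = 3 each), or 141-fold. It was the lowest of the genes with an established symbol and no overlap between the groups, the genes ranked here, while unnamed probe sets reached -7.77 and 6.45. The next lowest were Ebi3, a subunit of interleukins 27 and 35 (-5.92), the gut-homing receptor Gpr15 (-5.63), the flagellin sensor Naip5 (-5.37), the macrophage growth factor Csf1 (-5.17), Nav2 (-5.07), the integrin chain Itgae, known as CD103 (-5.02), the chemokine receptor Ccr4 (-5.01), the inhibitory receptor Tigit (-4.68) and the surface marker Cd83 (-4.58). The highest rise among the genes ranked was that of the chemokine Ccl22, a ligand of Ccr4, at 4.79 with a standard error of 0.855, but its deficient arrays were spread over 6.66, 10.52 and 7.01. Below it came Pde3b, a phosphodiesterase that breaks down cyclic nucleotides (3.18), Itih5 (2.54), the chromatin organiser Satb1 (2.29), the actin-binding protein Cnn3 (2.24), Ntn4 (2.15), the cyclic AMP-forming enzyme Adcy6 (2.08), Parp8 (2.03), the sodium pump subunit Atp1b1 (2.01) and the actin crosslinker Actn1 (2.01).

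With limma, 129 probe sets were higher and 503 were lower in deficient Treg cells at an adjusted p under 0.05, so that 79.6% of the differences were falls, and 2855 probe sets had an unadjusted p under 0.05. At the threshold of the study, an unadjusted p under 0.05 with a fold over 1.5, 719 probe sets were higher and 1292 lower. The falls had a median log2 difference of -1.58 and 68 of them were at least 3 log2 units. The rises had a median of 1.17 and 4 of them were at least 3 log2 units. The 3 control and the 3 deficient values did not overlap for 4041 probe sets, or 18.2%, against 10% by chance. The 95th percentile of the olfactory receptor genes, taken as a reference for silent genes, was 5.62, and 175 of the 503 lower and 18 of the 129 higher probe sets had the mean of their lower group at or under it, so their folds and their ranks depend on that floor and are not exact. Among the 10 lowest and 10 highest genes this held for Ebi3, Gpr15, Naip5, Ccr4, Tigit, Ccl22 and Ntn4. For 52 lower and 6 higher probe sets both means were at or under it, where a signal cannot be told from that of silent genes by its level. Without 1 array the counts were 46 higher (without control 2) to 81 higher (without deficient 2), and 269 lower (without deficient 1) to 431 lower (without deficient 2), while the methods' t-test with the same adjustment gave 1 higher and 5 lower. Of the 10 lowest and 10 highest genes, all kept an adjusted p under 0.05 in every alternative but the methods' t-test, except Ccl22 (up to 0.137, lost without each control array in turn and with an intensity trend) and Adcy6 (up to 0.0525, lost without control 2 and without control 3).

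Genes of Treg function and migration, in a list drawn up from the study, were mostly lower. Of its 17 genes with a named probe set, 14 fell and 3 did not pass the test, and adjusted over the list alone 15 were lower and 1 was higher. Lgals1 is not named in the text of the study, and Il2ra stood for an interleukin-2 receptor gene given there without its chain. Without both, a setting chosen after the data had been seen, 13 of 15 genes fell and 2 did not pass, and 14 were lower when adjusted over the list alone. The genes were chosen on the same samples, so none of these counts is independent evidence of their direction. The co-stimulatory receptor Icos fell from 17.28 ± 0.10 to 13.75 ± 0.14 (SD, n = 3 each), a log2 difference of -3.53 with an adjusted p of 5.01e-05. Among the inhibitory receptors, Tigit (-4.68), Pdcd1 (-3.42), Lag3 (-2.55, adjusted p = 0.0320) and Ctla4 (-1.49) fell. The ectoenzymes that turn ATP into adenosine, Nt5e (-2.56) and Entpd1 (-1.86), fell as well, as did Cst7 (-3.48), Lgals1 (-2.30), the adhesion receptor Cd44 (-2.46) and the cytokine Il10 (-1.36, adjusted p = 0.0214). The chemokine receptors Cxcr5 (-3.82), Cxcr3 (-3.52) and Cxcr6 (-1.84) were lower. Il10 (5.46 and 4.09) and Cxcr6 (5.54 and 3.70) had both means under the silent-gene reference, and Tigit and Lag3 the deficient mean. Gzmb (-1.35, adjusted p = 0.255, and -0.74 without control 3), Lgals3 (0.11, adjusted p = 0.909) and the interleukin-2 receptor chain Il2ra (0.60, adjusted p = 0.135) did not pass, and nor did Smad7 (0.52, adjusted p = 0.421) or Bach2 (1.08, adjusted p = 0.0508), which came past the threshold in 6 alternatives (adjusted p from 0.0243), among them leaving out deficient 1 (0.0481). The study reports a rise of Bach2 for Treg cells lacking Rbx1 and Sag, which were not analysed here. It names Smad7 in its comparison of cells lacking both Ube2m and Ube2f with cells lacking Ube2m alone. The sign of Lgals3 turned without control 2 (-0.03). Foxp3 and Nrp1 were not analysed here. As a list, the 17 genes had an adjusted p of 1.20e-26 with a preset correlation and an adjusted p = 0.0216 with an estimated correlation (2.55e-29 and 0.0229 without Lgals1 and Il2ra). The call of Il10 ended without control 1, 2 or 3, without deficient 2 or 3 (adjusted p up to 0.0912) and without control 1 and deficient 2 together (0.0815), that of Lag3 without control 2 or 3 and without deficient 1 or 3 (up to 0.129), and the other 12 were kept in every alternative but the methods' t-test, which kept 2.

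**Figure D1:**
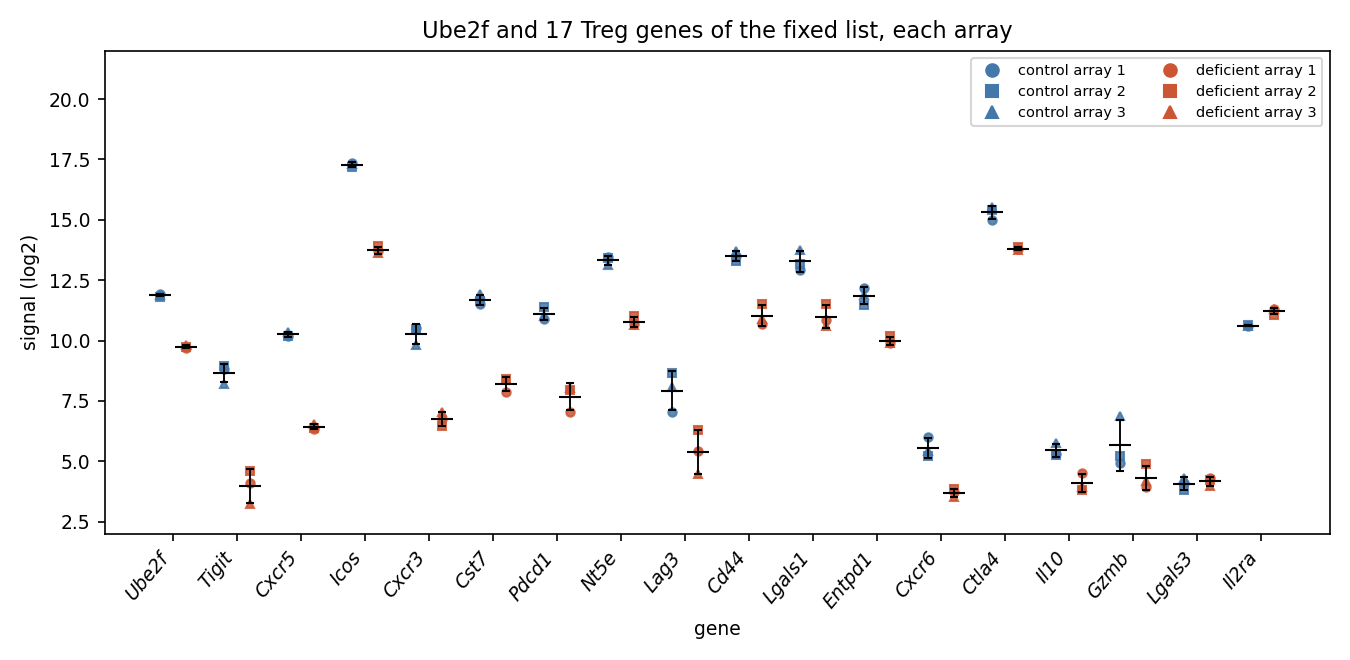
The log2 signal of Ube2f and of 17 Treg genes, all but Lgals1 and Il2ra named as such in the text of the study (horizontal axis), on each of the 6 arrays, with control arrays in blue, deficient arrays in orange, and black bars for the mean and SD of 3 arrays. Icos goes from 17.28 to 13.75 and Tigit from 8.66 to 3.98, while Lgals3 (4.07 and 4.18) overlaps between the groups.

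Genes of effector Treg cells, the activated and tissue-homing form, fell as a group. Of 26 measured members of this list, fixed before the data were examined, 22 fell and 0 rose, 23 were lower when adjusted over the list alone, and the median log2 difference was -3.15. Itgae (-5.02), Tigit (-4.68) and the chemokine receptors Ccr2 (-4.37) and Ccr6 (-4.26) had the lowest differences, but the deficient means of Tigit (3.98), Ccr2 (4.69) and Ccr6 (4.51) were under the silent-gene reference and that of Itgae was at its level (5.62), so the sizes and their order are not exact. Of 25 measured genes of the Treg core signature, which separates Treg cells from conventional CD4 T cells, 13 fell and 0 rose, with Penk (-7.14), Ebi3 (-5.92), Itgae (-5.02) and Cd83 (-4.58) lowest and a list median of -0.96. Adjusted over the list alone, 18 core genes were lower and 2 were higher. The effector list had an adjusted p of 2.45e-47 and the core list one of 6.82e-19, and both calls held with an estimated correlation (adjusted p = 0.0326 and adjusted p = 0.0216), the lists sharing 3 measured members. Both hold genes that the study names as lower on these samples, so neither is wholly independent evidence of a direction. These include Icos, Tigit, Cd44, Cxcr3 and Il10 in the effector list. In the core list they include Ctla4, Nt5e, Entpd1 and Il10. A list of 9 genes from the study's comparison with a single knockout was chosen partly on these samples, so it is not independent evidence of its direction, and it is a part of a longer list of the study. It held 5 falls, in Ccr4 (-5.01), Pglyrp1 (-1.96), the transcription factor Egr2 (-1.43), Il10 (-1.36) and Malt1 (-1.17, a gene chosen after its values were seen). All 9 members were lower when adjusted over the list alone, with an adjusted p of 9.73e-13 for the list and an adjusted p = 0.0326 with an estimated correlation. The calls of Pglyrp1 (up to 0.0669, without control 2 or deficient 1) and Egr2 (up to 0.0794, without control 2 or 3 or deficient 1) depended on single arrays.

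Of 18 measured genes of resting, lymphoid-homing T cells, 5 rose, 0 fell and 13 did not pass, and 7 were higher when adjusted over the list alone. The list median was 0.71 (0.36 without deficient 2), and the list had an adjusted p of 1.40e-05 with the preset correlation but an adjusted p = 0.106 with an estimated correlation. Satb1 (2.29), Actn1 (2.01), the surface protein Ly6c1 (1.94), the transcription factor Lef1 (1.0) and, chosen after its values were seen, the transcription factor Foxp1 (0.89) rose. Il7r, the interleukin-7 receptor, had a log2 difference of -1.12 (adjusted p = 0.371, and -0.57 without deficient 1). The calls of Lef1 (adjusted p up to 0.125) and Foxp1 (up to 0.171) ended without each of the 6 arrays in turn, and that of Ly6c1 without control 2, deficient 1 or deficient 3 (up to 0.0927). Genes of all T cells were measured alongside, and 0 of 15 passed in limma, with a median of -0.03 and a list adjusted p of 0.319, and Cd3e, their brightest member, stood at -0.36 (adjusted p = 0.428). For 10 markers of conventional CD4 T cells the list adjusted p was 0.316, with a rise in Pde3b (3.18) and 0 falls.

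**Figure D2:**
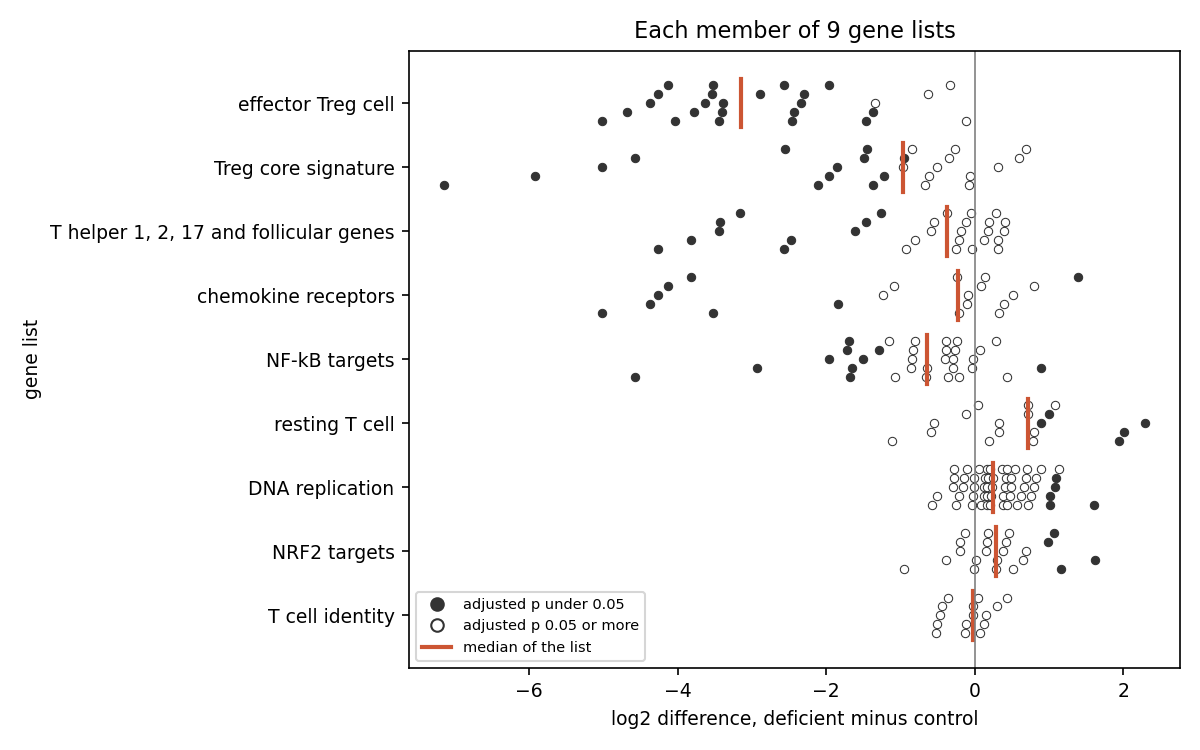
The log2 difference between deficient and control Treg cells (horizontal axis) for each measured member of 9 gene lists (vertical axis), with filled points for an adjusted p under 0.05, open points otherwise, and an orange line at the list median. The effector list has its median at -3.15, the resting list at 0.71 and the T cell identity list at -0.03.

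Receptors and cytokines that guide T cells were lower in part. Of 20 measured chemokine receptors, 7 fell and 1 rose, and adjusted over the list alone 8 were lower and 2 were higher. Ccr4 (-5.01), Ccr2 (-4.37), Ccr6 (-4.26) and Ccr8 (-4.12) had the lowest differences, the first 3 with a deficient mean under the silent-gene reference, and the gut-homing receptor Ccr9 rose by 1.38, a gene chosen after its values were seen. The list median was -0.23 (-0.37 without deficient 2, -0.11 without deficient 3 and -1.54 without the dimmest probe sets) and its adjusted p 7.39e-06, with an adjusted p = 0.110 with an estimated correlation and 0.102 on ranks. Of 106 measured cytokines and cytokine receptors, 23 fell and 3 rose, namely Ccl22 (4.79), Ccr9 (1.38) and Il17ra (0.85, also chosen after its values were seen), and adjusted over the list alone 37 were lower and 7 were higher. Csf1 (-5.17) and Ebi3 (-5.92) were among the falls, and the list had an adjusted p of 7.63e-10 and an adjusted p = 0.106 with an estimated correlation. Of 29 measured T helper lineage genes, 10 fell and 0 rose, and 12 were lower when adjusted over the list alone, including Ccr6 (-4.26), Cxcr5 (-3.82), the transcription factor Rora (-3.44, and -2.17 as the mean of its probe sets) and Pdcd1 (-3.42). That list had an adjusted p of 1.28e-08 and an adjusted p = 0.0638 with an estimated correlation. The rise of Il17ra did not pass without each of the 6 arrays in turn (adjusted p up to 0.190).

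Of 32 measured targets of NF-kB, a transcription factor whose inhibitor is degraded through a cullin ligase, 9 fell, 1 rose and 22 did not pass. The 9 falls include near-identical copies of the gene Bcl2a1, which can share probes. The counts and the list p may therefore hold the same signal more than once. The list was lower with the preset correlation (adjusted p 1.01e-11) but not past the threshold with an estimated one (adjusted p = 0.180 with an estimated correlation), and adjusted over the list alone 15 were lower and 1 was higher. Cd83 (-4.58), the chemokine Cxcl10 (-2.93), the receptor Tnfrsf9, known as 4-1BB (-1.96), and the survival gene Bcl2a1b (-1.72) had the lowest differences, Cxcl10 with a deficient mean (4.36) under the silent-gene reference, whereas Rel, a subunit of NF-kB itself, rose by 0.89 and was chosen after its values were seen. Among 23 early response genes of the T cell receptor, 4 fell, in Pdcd1 (-3.42), Tnfrsf9 (-1.96), the transcription factor Irf4 (-1.47) and Egr2 (-1.43), and 2 rose, in the phosphatase Dusp10 (1.70) and Myc (1.04), while adjusted over the list alone 7 were lower and 3 were higher. Its adjusted p of 0.0369 became an adjusted p = 0.609 with an estimated correlation, and the call was also lost without control 2 (0.205), deficient 1 (0.0549) or deficient 3 (0.314), after quantile normalization (0.0585), without the dimmest probe sets (0.104), with fry (0.290), on ranks (0.145) and with the olfactory covariate (0.0670). Of 22 measured genes of the stress and dissociation response, 2 fell, the heat shock protein gene Hsph1 (-1.42) and Rhob (-0.97, with both means, 4.62 and 3.65, under the silent-gene reference), and 3 were lower when adjusted over the list alone. That list had an adjusted p of 0.000466, an adjusted p = 0.423 with an estimated correlation, 0.328 with fry and 0.0885 without deficient 3. Of the genes first named in this paragraph, Cxcl10, Tnfrsf9 and Bcl2a1b kept their calls whichever array was left out. The adjusted p rose as far as 0.161 for Rel (without control 3), 0.128 for Irf4, 0.0726 for Myc and 0.183 for Rhob (without control 2), and 0.117 for Dusp10 and 0.128 for Hsph1 (without deficient 1).

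The lists of p53 targets, the unfolded protein response and the lysosome were lower with the preset correlation, with 5, 2 and 2 members lower in limma. Each of these calls was lost with an estimated correlation (adjusted p = 0.231, 0.231 and 0.494 with an estimated correlation). Of 35 measured p53 targets, 5 fell and 0 rose, and 6 were lower when adjusted over the list alone. The falls were in Cd80, a ligand of CD28 and CTLA-4 (-2.64, to a mean of 5.48, under the silent-gene reference), Ei24 (-1.30), Ccng1 (-1.29), Zmat3 (-0.96) and, chosen after its values were seen, Trp53inp1 (-0.80), against a list median of -0.03 (-0.20 to -0.0072 over the alternatives). The list adjusted p was 0.0206, with 0.161 on ranks and 0.178 without deficient 3. Of 23 measured genes of the unfolded protein response, 2 fell, the disulfide isomerase gene Pdia6 (-1.29) and the stress sensor gene Atf6 (-1.25), and 5 were lower when adjusted over the list alone. It had an adjusted p of 0.00190. Of 47 measured lysosomal genes, the cathepsins Ctsb (-1.35) and Ctss (-1.26) fell, the same number as when adjusted over the list alone. Its adjusted p was 0.0321, with 0.123 without control 3, 0.306 without deficient 3, 0.165 after quantile normalization, 0.177 without the dimmest probe sets, 0.166 with fry and 0.0839 with the olfactory covariate. Cd80 and Ctsb kept their calls whichever array was left out. The adjusted p rose as far as 0.0735 for Ei24, 0.0886 for Zmat3, 0.178 for Trp53inp1 and 0.0572 for Ctss (without control 2), 0.0835 for Ccng1 and 0.0962 for Pdia6 (without control 3), and 0.127 for Atf6 (without control 1).

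Of 56 measured DNA replication genes 5 rose, and of 22 measured targets of the oxidative stress factor NRF2 4 rose. Both lists were higher with the preset correlation and lost the call with an estimated correlation (adjusted p = 0.106 and 0.0994 with an estimated correlation). Of the replication genes 0 fell, and 9 were higher when adjusted over the list alone. The rises were in the helicase subunit gene Mcm5 (1.60), the maintenance methylation factor Uhrf1 (1.10), the licensing factor Cdt1 (1.08), the primase gene Prim1 (1.01) and Pole2 (1.01, chosen after its values were seen). The list median was 0.24 and its adjusted p 1.99e-06. Of the NRF2 targets 0 fell, and adjusted over the list alone 6 were higher and 1 was lower. Thioredoxin reductase Txnrd1 (1.62), the glutathione synthesis gene Gclc (1.16), the quinone reductase Nqo1 (1.07) and Gstm1 (0.98) rose, Nqo1 with both means (3.47 and 4.53) and Gstm1 with the control mean (4.72) under the silent-gene reference, and the list had an adjusted p of 0.000435. In the senescence list, Myc (1.04) and the kinase Cdk2 (1.0), which drive the cell cycle, rose and the brake Rbl2 (-1.58) fell, 3 of 40 measured members, and adjusted over the list alone 4 were higher and 1 was lower. It had an adjusted p of 0.0321, an adjusted p = 0.332 with an estimated correlation, and 0.0817, 0.0544 and 0.238 without control 2, control 3 and deficient 2, and it was also lost without the dimmest probe sets (0.0588), with fry (0.0917), on ranks (0.0564) and without control 1 and deficient 2 together (0.154). Mcm5, Txnrd1 and Rbl2 kept their calls whichever array was left out. The adjusted p rose as far as 0.159 for Uhrf1, 0.0737 for Cdt1, 0.128 for Prim1, 0.0592 for Nqo1, 0.178 for Gstm1 and 0.0726 for Myc (without control 2), 0.126 for Pole2 (without control 3), and 0.0963 for Gclc and 0.117 for Cdk2 (without deficient 1).

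Mitotic, histone and ribosomal protein genes were higher as lists with 1, 0 and 0 single genes past the threshold in limma. These calls were lost with an estimated correlation (adjusted p = 0.528, 0.671 and 0.423 with an estimated correlation) and with fry (0.315, 0.550 and 0.0721). The mitotic gene Bub1 rose by 1.25 (adjusted p = 0.0352, and up to 0.127, without control 1) and was the only 1 of 34 measured members to pass, also when adjusted over the list alone, but both its means (4.18 and 5.43) were under the silent-gene reference, while Pttg1 stood at -0.73 (adjusted p = 0.0920). The mitosis list had an adjusted p of 2.53e-05, and its mean level was 6.52 on deficient array 2 against 5.40 to 5.92 on the other 5 arrays. Its median was 0.45, 0.17 without deficient 2 and 0.73 without deficient 1. The 54 replication-dependent histone genes had a median of 0.36 and an adjusted p of 0.000466, which became 0.0604 without control 2, 0.0651 without control 1 and deficient 2 together and 0.681 without deficient 2, where the median was 0.03. Without deficient 1 the median was 0.60. Their mean level was 10.41 on deficient array 2 and 9.05 to 9.54 on the others. H3c14 and H3c15 (1.40 each, adjusted p = 0.194, and 0.865 without deficient 2) gave identical signals on the 6 arrays and cannot be counted as separate measurements. The 61 ribosomal protein genes had a median of 0.23 and an adjusted p of 3.68e-06, and Rps4x (0.65, adjusted p = 0.101) and Rps14 (0.75, adjusted p = 0.113) had the lowest p.

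The neddylation pathway itself showed 1 fall among 31 measured genes, that of Ube2f, and Cul1 stood at -0.62 (adjusted p = 0.114). The list adjusted p was 0.319. The adaptors and receptors of cullin-RING ligases (adjusted p = 0.316) held 1 fall, in Asb2 (-1.81), with Cish at -0.96 (adjusted p = 0.0529, past the threshold in 4 alternatives). Among targets of HIF1 (adjusted p = 0.158, and 0.0439 without control 3), the pyruvate dehydrogenase kinase gene Pdk1 (1.04), Ndrg1 (1.05) and P4ha1 (0.91) rose and Egln3 (-1.44), a prolyl hydroxylase that acts on HIF1, fell. Interferon response genes (adjusted p = 0.521) rose in Oas2 (1.83) and Ly6c2 (1.61) and fell in Iigp1 (-1.47) and Gbp3 (-1.40). Targets of interleukin-2 and STAT5 (adjusted p = 0.332) rose in Myc (1.04) and fell in Capg (-2.10), Irf4 (-1.47) and Il10 (-1.36), with a list median of 0.01, a mean of -0.20 and a test direction down. The Hippo pathway (adjusted p = 0.647) fell in Id2 (-2.33) and Nf2 (-1.30) and rose in Lef1 (1.0). Lists of the integrated stress response (adjusted p = 0.332), glycolysis (0.242, and 0.0279 without control 3), oxidative phosphorylation (0.587), the proteasome (0.662) and cholesterol synthesis (0.444) had 0 members past the threshold in limma, the lowest p in each belonging to Shmt2 (0.63, adjusted p = 0.163), Eno3 (1.03, adjusted p = 0.346), Atp5pb (-0.72, adjusted p = 0.0960), Psmb3 (0.64, adjusted p = 0.118) and Fdps (1.07, adjusted p = 0.0827). Without deficient 3, Eno3 stood at 0.58. The control means of Ndrg1 (5.06) and Oas2 (4.33) were under the silent-gene reference. Asb2, Oas2, Capg and Nf2 kept their calls whichever array was left out. The adjusted p rose as far as 0.180 for Ndrg1, 0.146 for P4ha1, 0.0872 for Egln3, 0.0537 for Ly6c2, 0.108 for Iigp1 and 0.0508 for Gbp3 (without control 2), 0.117 for Pdk1 (without control 3) and 0.124 for Id2 (without deficient 1).

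Markers of other cell types did not pass as lists with all 6 arrays and the preset correlation. The lowest adjusted p was 0.0927, for CD8 T and NK cell genes, whose mean level was 6.81 on deficient array 2, 5.89 on control array 1 and 5.22 to 5.45 on the other 4 arrays, and whose brightest member Cd8b1 stood at 0.55 (adjusted p = 0.634). Without deficient 1 Cd8b1 stood at 0.15, and without deficient 3 at 0.935. For the B cell list the adjusted p was 0.976, with a median of 0.00 and a mean of -0.02, and Cd22, chosen after its values were seen, fell by 1.46 from a level of 4.80, under the silent-gene reference (adjusted p = 0.0277, up to 0.103 without deficient 1, and 0.0826 at a fall of 0.95 without the dimmest probe sets). The CD8 T and NK cell list came past the threshold, upward, without control 1 (0.0130), deficient 1 (0.00478) or deficient 3 (0.0136), and had a median of -0.0033 without deficient 2 (0.741). The macrophage and dendritic cell list did so without control 1 (0.0475) or deficient 1 (0.00149), and the neutrophil list without deficient 1 (0.0163). With the olfactory receptor level as a covariate, chosen after the data had been seen, the CD8 T and NK cell (0.00398), macrophage and dendritic cell (0.0477) and plasma cell (0.0413) lists passed. With all arrays, plasma cell (0.160), macrophage and dendritic cell (0.128), neutrophil (0.117), red blood cell and platelet (0.319), stromal and endothelial (0.332) and skeletal muscle (0.587) lists followed, as adjusted p. Their brightest members were Cd79b for B cells (-0.32), Xbp1 (0.11), Cst3 (-0.24), Mpo (0.19), Slc4a1 (-0.40), Pecam1 (0.51) and Tnnt1 (0.16), each with an adjusted p from 0.245 to 0.888. Over all alternatives the values ran from -0.54 to -0.04 for Cd79b, 0.06 to 0.19 for Xbp1 and -0.525 to -0.052 for Cst3. They ran from -0.013 to 0.35 for Mpo, -0.57 to -0.17 for Slc4a1, 0.41 to 0.60 for Pecam1 and 0.04 to 0.30 for Tnnt1. The list of male and female genes had 3 measured members, too few to test, and Kdm5d stood at -0.13. Receptor genes of the nose, which T cells are not known to use, differed between arrays. The 1080 olfactory receptors had a median of 0.11 (adjusted p = 0.0109) and the 319 vomeronasal receptors one of 0.14 (adjusted p = 0.0369), with an adjusted p = 0.734 with an estimated correlation for both, and 0 members of either passed in limma. Without control 1 the medians were -0.03 and -0.04, and without deficient 3 they were -0.06 and -0.03, so that both the calls and the direction ended. The 50 keratin-associated protein genes had an adjusted p of 0.383.

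**Figure D3:**
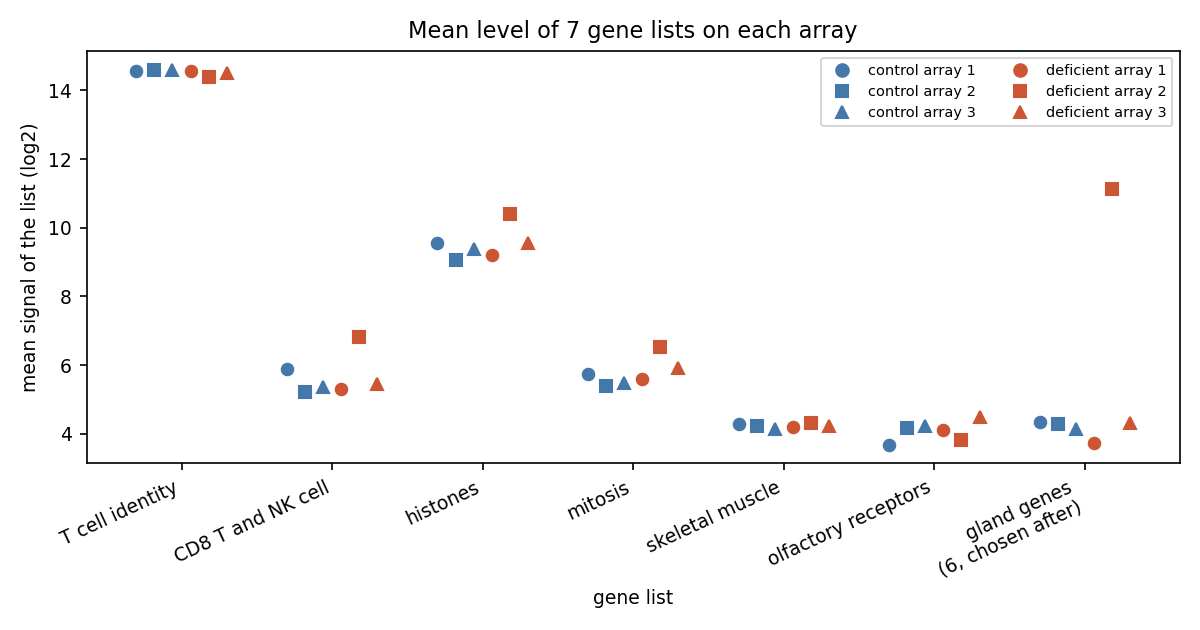
The mean log2 signal (vertical axis) of 7 gene lists (horizontal axis) on each array, with control arrays in blue and deficient arrays in orange. T cell identity genes lie at 14.39 to 14.61 and muscle genes at 4.14 to 4.30 on the 6 arrays, while deficient array 2 stands apart for histone genes (10.41) and for 6 gland genes chosen after their values were seen (11.12).

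With 44 lists tested out of 45 written, 9 were higher and 13 were lower at an adjusted p under 0.05 with the preset correlation. With fry 3 were higher and 10 were lower. With an estimated correlation 0 were higher and 4 were lower, namely the list of Treg genes drawn up from the study, the list against the single knockout, the Treg core signature and the effector Treg list. The first and second of these hold genes chosen on these samples and are not independent evidence of a direction, and the second is incomplete. The core and effector lists hold some of the same genes and are independent only in part. Of the 116 named genes past the threshold, 62 stayed past it in every alternative but the methods' t-test, and 9 had both means at or under the silent-gene reference and 20 had 1.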

Values the study reported

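The study reported 714 genes up-regulated and 1,289 genes down-regulated in Treg cells lacking both Ube2m and Ube2f, counted at a fold change above 1.5 and a P value below 0.05.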

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

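Leaving out control array 1 and deficient array 2 together, leaving Lgals1 and Il2ra out of the list drawn up from the study, and the olfactory receptor level as a covariate were chosen after the data had been seen. The other settings were set beforehand. Ube2f stayed past the threshold in each of its alternatives, with a log2 difference from -2.17 to -2.11 when 1 array was left out and an adjusted p from 5.31e-05 to 0.0103 over all of them. Among the other named genes, 411 of 2521 values fell back behind the threshold and 24 came past it, and among lists 58 of 877 fell back and 11 came past. 8 gene values changed sign and 18 list tests changed direction, of which 4, in the olfactory and vomeronasal receptor lists, had an adjusted p under the threshold in either setting. Signal over background was not measured here.

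The count of higher probe sets was 1 with the methods' t-test, 50 without control array 1 and deficient array 2, 234 with the olfactory covariate, and 46 to 81 when 1 array was left out. The count of lower probe sets was 5 with the methods' t-test, 652 with the olfactory covariate, and 269 to 431 when 1 array was left out. The 6 probe sets called by the methods' t-test were all among the 632, as were 362 of the 403 called without both arrays. At the study's threshold the methods' t-test gave 468 higher probe sets. An estimated correlation left 0 lists higher and 4 lower. With fry, which tests whether a list's genes move on balance one way, 3 were higher and 10 lower. The 3 higher by fry were the resting T cell (adjusted p = 0.00760), DNA replication (0.0266) and NRF2 (0.00121) lists. Besides the 4 kept with an estimated correlation, those lower by fry were chemokine receptors (0.00125), cytokines and their receptors (0.00431) and T helper genes (0.00125). NF-kB targets (0.0266), p53 targets (0.0396) and the unfolded protein response (0.0396) were lower by fry as well. A fit without 1 array has fewer degrees of freedom, but the counts also differed by which array was left out. The cause of the changes in this paragraph was not tested.

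With the replicate number as a block, 70 probe sets were higher and 367 lower, and 419 of these 437 were among the 632. The numbers did not pair the samples: deviations of control and deficient arrays with the same number correlated at -0.06, -0.24 and 0.29, and the highest correlation, 0.44, joined control 1 and deficient 2. The block changed no list call and ended 23 calls of named genes, Il10 among them (adjusted p = 0.0509). Leaving out both arrays ended 36 and the methods' t-test 111.

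Gene signs, and the directions of list tests, turned as follows, and the cause was not tested. Without both arrays Bpifa2 was at -1.43 and the Wfdc18 log2 difference at -0.005. The direction of the test turned without both arrays for oxidative phosphorylation (median -0.05) and the B cell list (median 0.10), and for the B cell list also after quantile normalization (-0.029), with array weights (0.020) and with fry (0.0017, the median with all arrays), so a turned test did not always go with a turned median. With 1 array left out the values ran from -0.03 to 0.24 for Lgals3, -0.013 to 0.35 for Mpo, -0.27 to 0.0083 for Kdm5d, -1.85 to 3.25 for Bpifa2, -0.075 to 4.87 for A2ml1 and -0.0083 to 2.64 for Wfdc18. For lists whose test turned, the medians ran from -0.12 to 0.15 for the interferon response, -0.029 to 0.095 for oxidative phosphorylation, -0.14 to 0.13 for cholesterol synthesis, -0.055 to 0.26 for olfactory receptors, -0.035 to 0.27 for vomeronasal receptors, -0.041 to 0.099 for keratin-associated proteins, -0.0033 to 0.71 for CD8 T and NK cell genes and -0.11 to 0.12 for the B cell list. In 12 lists the median crossed 0 in 32 values while the direction of the test was kept, among them interleukin-2 and STAT5 targets, the Hippo and neddylation lists, conventional CD4 T cells and T cell identity, and none of the 12 was past the threshold in either setting by camera.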

Other observations

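The genes and lists of this part, and the tests of genotype, floor, conventional T cells and fewer effector-type cells, were chosen after the data had been seen. Integrins, the adhesion receptors of cells, were lower in 5 of 23 measured genes and higher in 0 by limma. Itgae fell by 5.02 on the log2 scale, Itgb1 by 4.56 (adjusted p = 5.03e-05), Itgb8, which activates TGF-beta, by 2.54, Itga2 by 1.86 and Itgal by 1.03, the deficient means of Itgae (5.62) and Itga2 (5.47) being at and under the silent-gene reference so that their sizes are not exact, and adjusted over the list alone 7 were lower and 3 were higher. The call of Itgal ended without all single arrays but control 1 (adjusted p up to 0.129). In the BCL2 family of cell death regulators, 4 of 18 genes fell and 1 rose. The survival gene Bcl2l1 fell by 1.28, and the copies Bcl2a1a (-1.69), Bcl2a1b (-1.72) and Bcl2a1d (-1.65, adjusted p up to 0.109, without deficient 1) fell too, although such near-identical copies can share probes and are uncertain as separate genes. The death gene Bcl2l11, which encodes BIM, rose by 1.70 (adjusted p = 0.0232), a call that ended without control 1, 2 or 3 or deficient 1 (up to 0.0856), and Bcl2 stood at 0.79 (adjusted p = 0.285).

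All 3 measured NAIP genes, which encode sensors of bacterial proteins, fell, by 3.26 in Naip2, 5.37 in Naip5 and 4.45 in Naip6, with the same doubt about shared probes and with deficient means (4.81 to 5.10) under the silent-gene reference. A family of near-identical genes on chromosome 14 fell in 16 of 16 members with a median of -2.10, of which Gm3317 and Gm3488 gave identical values, so the family is uncertain as 16 separate genes, and Gm3278, Gm5795 and Gm8050 had both means under the reference. The 16 calls became 8 without control 2 or deficient 1, 9 without control 1, 13 without control 3, 14 without deficient 2 and 15 without deficient 3. Ramp1, the gene next to Ube2f in the annotation, rose by 1.11 (adjusted p = 0.0310, and up to 0.127, without control 3), and the other 19 genes within 10 places of Ube2f did not pass.

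The total of 632 called probe sets was reached by 1 of the 10 splits of the 6 arrays, the real one, and the highest other split gave 0. For the 2011 probe sets at the study's threshold it was again 1 of 10, the highest other being 1200, from control 1, deficient 1 and deficient 2 against the rest. For the 22 called lists it was 1 of 10, with 21 as the highest other. With 10 splits no share under 0.05 can be reached.

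The fall of the effector Treg genes had a median of -3.15. It could come from conventional T cells in the sorted deficient samples, which the CD4+YFP+ sort would remove. Core Treg genes that conventional T cells lack would then fall as far, and those they also make would fall less. Of 22 core genes outside the effector list, 13 (59.1%) stayed above -1.57 by more than their error, and the core list median was -0.96. The level of each core gene in conventional T cells was not measured here. The count therefore cannot decide. If signal follows the amount of RNA, a median of -3.15 from admixture alone would need conventional T cells to outnumber the Treg cells. The study reports a nearly pure sort, which argues against conventional T cells as the whole cause. That purity was not checked here, and a part played by these cells stays open. Cells or tissue carried into control array 1 and deficient array 2 are argued against. The effector median without both arrays was -3.20, a move smaller than the standard error of 0.265 over members. Fewer effector-type cells among the sorted Treg cells cannot be told apart from a change within each cell: the resting genes had a median of 0.71, which both explanations allow in a bulk sample. An effect of the missing enzymes, the biological difference of the design, remains among the open explanations.

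Deficient array 2 held gland transcripts, with Dcpp3 at 15.15 against 3.44 to 4.01 on the other 5 arrays and Bpifa2 at 15.92 against 5.73 to 8.49. Deficient arrays 1 and 3 differed from the control arrays by a median of -0.0417 over the 6 gland genes that drew attention, so they did not share the excess. The genes drew attention by their level on deficient array 2, so this cannot decide on an effect of the genotype. RNA of salivary gland tissue, which lies beside the lymph nodes of the neck and would be removed by the CD4+YFP+ sort, may have entered that sample. The median over 40 gland genes not looked at before was 0.104 above the other arrays, the highest of any array (-0.15 to 0.02 for the others), with 3 genes over 1, which is too small a shift to decide.

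Olfactory receptor genes had mean levels of 3.69, 4.17 and 4.23 on the control arrays and 4.10, 3.82 and 4.50 on the deficient arrays. Of the deficient arrays, 2 lay within the control range and the other lay above it. Groups of so few arrays can overlap under a modest effect, so this cannot decide on an effect of the genotype. Other dim genes moved with the olfactory level with a slope of 0.0396 (standard error 0.0142) within groups. In the deposited values this argues against a shift common to all dim genes. A shift of the floor before processing cannot be judged, since a normalization of the arrays could have removed it from most dim genes. Genomic DNA carried into the labelling could raise genes with few introns, and dim short-span genes outside these families had a slope of 0.181 (standard error 0.0604), below the 0.768 of vomeronasal receptors, which argues against it as the whole cause. A part played by it stays open, since the slope was 0.0216 for dim long-span genes, 0.343 (standard error 0.120) for silent multi-copy families and 0.390 for keratin-associated proteins.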
